A study of Homo sapiens with 6 samples. Its data were reported in "BRD8 Guards the Pluripotent State by Sensing and Maintaining Histone Acetylation" (2024).

How the data were processed

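The data are 6 ATAC-seq libraries of H1 human pluripotent stem cells, with 2 libraries for each of the hairpins shHNRNPU #1, shHNRNPU #2 and shLUC. Groups and repeat numbers were taken from the sample titles. The article by which the study is named describes other libraries, from mouse cells and about another gene. It does not mention HNRNPU, so its methods were not taken as describing these files, no value was taken from it, and it served only as a guide to the style of writing and to general conventions such as the distance of 2000 bp between a locus and a gene.

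The authors deposited one list of summits per library, each summit 1 bp wide, with the name of its peak and a score. From the layout and the values, the score is the −log10 of the peak's q-value within its own library as the peak caller MACS writes it, and the deposited scores start between 1.30 and 1.31. The labels do not state the aligner, the caller, the read filters or the genome build. Each list has one summit per peak, peaks were called on each library and not on pooled reads, and scores were not normalized between libraries. Lists held from 52168 to 63519 summits. Read depth is unknown, so no limit of detection can be given, and a locus without a summit is one that was not called.

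The build was checked on the data. Within 2000 bp of an end of a protein-coding gene of the RefSeq table of GRCh38.p14 lay 26.1% to 30.7% of a library's summits, against 7.57% to 8.60% with the gene ends moved by 10000 bp. The files were therefore treated as GRCh38. The table has 20037 protein-coding genes on chromosomes 1 to 22, X and Y and gives no strand, so distances were measured to either end of a gene, in place of the transcription start sites that had been planned. All 18 genes of the fixed list were in the table. The planned search for sequence motifs was not run, since no genome sequence was used here.

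Loci were made from the summits of all libraries. The summit of highest percentile by score was taken first, summits within 250 bp of it were absorbed, and the step was repeated on the rest, so that loci could not chain. A library had a locus if it had a summit within 250 bp of its centre. The expected number of loci with each pattern of presence came from a Poisson log-linear model with one term per library and one for the number of libraries holding the locus, fitted to all 6 libraries or to 1 hairpin and the controls. The ratio of observed to expected loci for the shLUC pair was ranked among all 15 pairs of libraries. For 1 hairpin it was ranked among 6 pairs, where lost and gained loci mirror each other, so that the planned p was dropped. Overlap of the calls of the 2 hairpins was compared with 1000 draws from the model. Means were compared with exact permutation tests over the 15 choices of 2 control libraries, two-sided by doubling the smaller tail. The confidence level of Wilson intervals was 95%.

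The comparisons, the named genes, the rule for named loci and the alternatives were chosen before the data were examined, except where the text says otherwise. Named loci were the 5 lost and 5 gained loci whose lowest percentile by score over the libraries holding them was highest. Alternatives were a score of at least 5, lists of one size, autosomes only, match distances of 100 and 500 bp, absence judged within 1000 bp, a gene-end distance of 500 bp, leaving out each library, and permuting within repeats. For absence within 1000 bp, loci with a summit of a lacking library between 250 and 1000 bp were left out. A first version of that setting judged presence within 1000 bp as well. It was replaced after its result had been seen, because it changed 2 choices at once, and it is kept as a separate setting. Settings added later were genes of all biotypes, scores above the median of each list, and a model fitted within 10 strata of local gene density and nearness to gene ends. Local gene density was the number of midpoints of protein-coding genes within 500 kb.

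The model was tested on simulated data. Patterns drawn with no effect of group, 50 sets of 123130 loci on average, gave mean ratios of 1.00 for lost and 0.996 for gained loci. The sets were drawn from the fitted model, so ratios near 1 were fixed in advance and do not test its fit to real libraries. Across sets the ratios spanned 0.942 to 1.05 for lost and 0.927 to 1.08 for gained loci. The other 14 pairs of real libraries spanned 0.785 to 1.25 and 0.846 to 1.07. With 800 lost and 800 gained loci added to each set, the mean excess over expectation was 735 and 754, and the control pair ranked highest for both in 50 of 50 sets. Excesses are thus slightly underestimated. The grouping into loci was tested on simulated summits at known positions and returned all of them. Those loci lay far apart, and summits of one locus lay within the match distance of each other. The test thus checks the computation only, and loci with summits close to each other were not simulated. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.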

Results

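Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open chromatin and the cut sites are sequenced, in H1 human pluripotent stem cells carrying short hairpin RNAs. The series holds 6 libraries in 3 groups. There were 2 libraries each for 2 hairpins against HNRNPU, called shHNRNPU #1 and shHNRNPU #2, and 2 libraries for a control hairpin against luciferase, called shLUC. HNRNPU encodes a nuclear RNA-binding protein, and the series asks what it and the nuclear matrix do in these cells. The deposited values are summits, the positions of strongest signal in peaks that were called separately in each library. They carry no read counts, so the sequencing depth of each library is unknown, and the knockdown itself is not measured by them.

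The libraries held 356720 summits in all. The shHNRNPU #1 libraries had 59055 summits in repeat 1 and 63519 in repeat 2. The shHNRNPU #2 libraries had 58414 and 52168. The shLUC libraries had 62191 and 61373. The median score per library, the authors' own value, lay between 6.91 and 8.43, and scores were used here only to describe, rank or filter summits within a list. The mean number of summits was 58289 ± 4670 (SD, n = 4) with shHNRNPU and 61782 ± 578 (SD, n = 2) with shLUC. The difference of -3493 summits was within the spread between the shHNRNPU libraries (two-sided exact permutation test over 15 assignments, p = 0.4). Keeping summits with a score of at least 5 moved it most among the settings that kept all libraries, to -1103 summits. A single library also weighed on it: the difference was -1453 without shHNRNPU #2 repeat 2 and -5236 without shHNRNPU #1 repeat 2. With 4 libraries against 2, the smallest two-sided p that this test can give is 0.133, and the smallest one-sided p is 0.0667, so no comparison of the groups by permutation could reach 0.05.

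**Figure D1:**
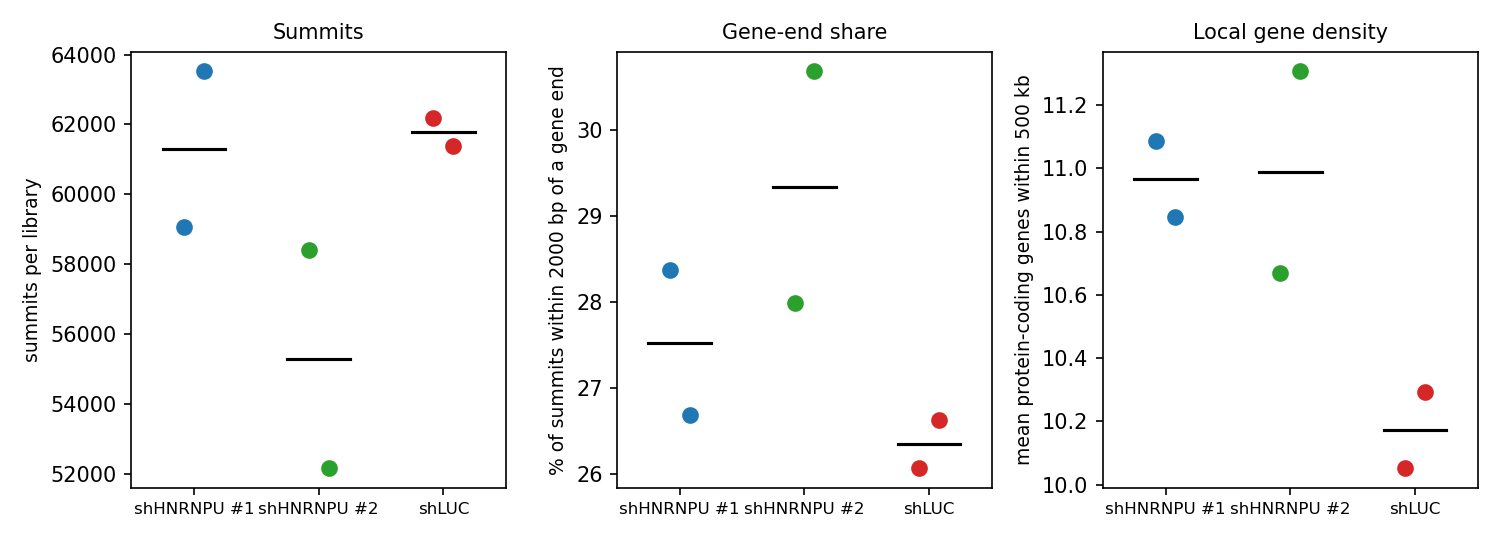
Summits per library, percent of summits within 2000 bp of an end of a protein-coding gene, and mean number of protein-coding genes within 500 kb of a summit, by hairpin. Points are libraries and lines are group means, and no vertical axis starts at 0. The shLUC libraries have the lowest mean gene numbers, 10.1 and 10.3.

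Summits of all libraries were grouped into 123131 loci, each reaching 250 bp to either side of a centre. Of these, 46814 (38.0%) were present in 1 library and 25519 (20.7%) in all 6. The first question was whether libraries of one hairpin shared more loci than libraries of different hairpins. The Jaccard index, the loci shared by a pair of libraries over the loci in either, was 0.505 ± 0.00901 (SD, n = 3 pairs) for pairs of one group and averaged 0.487 for the other pairs. The difference of 0.0178 did not reach the smallest p of the one-sided exact permutation test over the 15 ways to pair the libraries (p = 0.133). The 5 alternatives that kept all libraries left it between 0.0170 and 0.0246. The 2 hairpins against HNRNPU overlapped each other as much as their own repeats did, with a mean index of 0.509 over 4 pairs. The 8 pairs of a shHNRNPU and a shLUC library had a mean index of 0.476 and lay between 0.475 and 0.478. The mean index among shHNRNPU libraries exceeded that between shHNRNPU and shLUC libraries by 0.0334, the highest value of the 15 possible choices of a control pair (exact one-sided p = 0.0667). This last comparison was chosen after the indices were seen.

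The main question was which loci were open with the control hairpin and closed with both hairpins against HNRNPU, or the reverse. A locus was called lost when both shLUC libraries had a summit there and none of the 4 shHNRNPU libraries did, and gained when the reverse held. There were 2372 lost loci, 5.68% of the 41784 loci present in both shLUC libraries. A model with a term for each library and for the number of libraries holding a locus, and with no effect of group, gave 1496 such loci. The ratio of observed to expected was 1.59, and it lay between 0.785 and 1.25 for the other 14 pairs of libraries taken as controls (exact one-sided p = 0.0667). There were 1084 gained loci against 520 from the model. That ratio was 2.08, with 0.846 to 1.07 for the other 14 pairs (exact one-sided p = 0.0667). Restricting the calls to loci above the median score in every list that held them, a setting chosen after the data were seen, moved the counts most among the settings that kept all libraries, to 292 lost and 107 gained loci, with ratios of 2.24 and 2.77. The median percentile by score within a list was 32.8 for lost loci, beside 24.5 for all loci present in 2 libraries. It was 37.9 for gained loci, beside 39.3 for all loci present in 4 libraries, and 75.9 for loci in all 6 libraries.

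**Figure D2:**
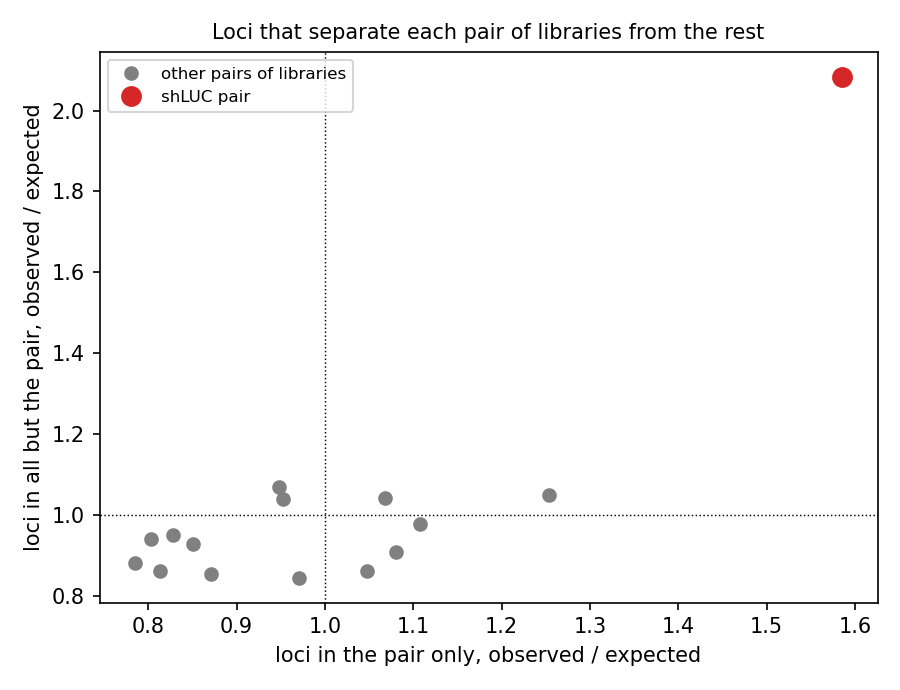
Observed over expected number of loci present only in a pair of libraries, on the horizontal axis, and in all libraries but that pair, on the vertical axis. Each point is one of the 15 pairs, and dotted lines mark a ratio of 1. The shLUC pair lies at 1.59 and 2.08, above the other 14 pairs on both axes.

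Each hairpin was also compared with shLUC alone. With shHNRNPU #1, 4343 loci were lost against 3360 expected, a ratio of 1.29, and 4463 were gained against 3198 expected, a ratio of 1.40. With shHNRNPU #2, 4984 loci were lost against 4180 expected, a ratio of 1.19, and 2955 were gained against 2219 expected, a ratio of 1.33. For each hairpin, these were the 2 highest ratios among the 6 pairs of the 4 libraries. Loci lost for one pair are those gained for the opposite pair, so lost and gained loci cannot both rank highest, and no p is given for them. The order of the ratios depended on the settings: with lists of one size, lost loci had the higher ratio for both hairpins, 1.41 against 1.38 with shHNRNPU #1 and 1.42 against 1.21 with shHNRNPU #2. The difference between the hairpins was not tested. Of the loci lost with shHNRNPU #1, 54.6% were also lost with shHNRNPU #2. Both sets use the same control libraries, and patterns simulated with no effect of group gave a mean of 45.4% and a range of 43.1% to 48.5% over 1000 draws. Of the loci gained with shHNRNPU #1, 24.3% were also gained with shHNRNPU #2, beside a simulated mean of 16.6% and a range of 14.5% to 18.6%. In both cases 0 of the 1000 draws were as high. The shared calls are the same 2372 lost and 1084 gained loci as above, so this overlap restates their excess and is not separate support. The test cannot tell agreement of the hairpins from a difference that the shLUC libraries share. The shares themselves depended on the libraries, and leaving out one library gave 40.0% to 74.2% for lost and 10.1% to 45.6% for gained loci, with 0 of 1000 draws from the model of the remaining libraries as high in each case. The simulated draws carry counting error, not the spread between libraries.

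A call of lost or gained rests on where the summit lies, and a summit can move within one open region. Of the lost loci, 497 (21.0%) had a summit of a shHNRNPU library between 250 and 1000 bp away, and so had a shLUC summit for 360 (33.2%) of the gained loci. Without these, 1875 lost and 724 gained loci remained. The 5 lost and 5 gained loci of highest rank in the lists that held them were named by a rule fixed in advance, and 9 of these 10 had a summit of the lacking libraries within 1000 bp. Positions are those of the files, on GRCh38. The highest lost locus was at position 98503439 of chromosome 12, with scores of 34.3 and 30.8 in the shLUC libraries, over the long noncoding RNA gene LINC02453. A shHNRNPU summit lay 418 bp from it. Further lost loci among the 5 were on chromosome 5 at 114362018 within KCNN2, on chromosome 6 at 72245750 within RIMS1, and on chromosome 5 at 98929518 within 2000 bp of an end of CHD1. Their nearest shHNRNPU summits were 887, 1398 and 290 bp away. The highest gained locus was at position 154379090 of chromosome X, within 2000 bp of an end of EMD, with scores of 33.1 to 42.0 in the shHNRNPU libraries and a shLUC summit 266 bp away. The others were on chromosome 16 at 28925195 within RABEP2, on chromosome 6 at 43702772 with MRPS18A nearest, on chromosome 7 at 40134877 within 2000 bp of an end of SUGCT, and on chromosome 5 at 114361131 within KCNN2. Their nearest shLUC summits were 311, 302, 311 and 839 bp away. The KCNN2 loci lost and gained lie less than 1000 bp apart.

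The loci of highest rank with no summit of the lacking libraries within 1000 bp were looked up after these distances were seen. Besides the RIMS1 locus, the lost ones were on chromosome 16 at 57765005 within KIFC3, with the nearest shHNRNPU summit 7575 bp away, and on chromosome 6 at 57793597, where PRIM2 has the nearest end of a protein-coding gene, with the nearest one 6604 bp away. The gained ones were on chromosome 10 at 64120794 with REEP3 nearest, on chromosome 1 at 33342375 within PHC2, and on chromosome 9 at 82774962 with RASEF nearest. Their nearest shLUC summits were 3793, 7358 and 1181 bp away.

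Position relative to genes was compared next. The share of summits within 2000 bp of either end of a protein-coding gene was 28.4% ± 1.66 (SD, n = 4) with shHNRNPU and 26.3% ± 0.394 (SD, n = 2) with shLUC. All 4 shHNRNPU libraries lay above both shLUC libraries, by 2.08 percentage points on average (two-sided exact permutation test, p = 0.133, the smallest possible). The lowest shHNRNPU library, at 26.7%, and the higher shLUC library, at 26.6%, had overlapping 95% Wilson intervals (26.3% to 27.0% for each). The intervals cover counting error only. With lists of one size the difference was 1.02 points, and without shHNRNPU #2 repeat 2 it was 1.33 points. The groups no longer separated with a score of at least 5, at 2.22 points, or with a gene-end distance of 500 bp, at 1.41 points (two-sided exact permutation test, p = 0.267 for each). Of the lost loci, 10.5% lay near a gene end, against 32.3% of the loci present in both shLUC libraries, a difference of -21.8 points. Lost loci lay away from gene ends for the other 14 pairs of libraries as well, with differences from -19.4 to -12.3 points. Of the gained loci, 22.5% lay near a gene end, against 18.6% of the loci that could have been gained. That difference of 3.87 points was within the range of the other pairs, 0.411 to 9.79 points, and it fell to 1.64 points without shHNRNPU #2 repeat 2.

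A list of 18 genes was fixed in advance, with the target, pluripotency genes, lineage genes and genes for nuclear organisation. HNRNPU had 2 or 3 summits near its ends in every library. In all, 15 genes had a summit in all 6 libraries, among them POU5F1, SOX2 and NANOG. AFP and XIST had none in any library, and GATA4 had one only in shHNRNPU #1 repeat 2. Presence of a summit, the measure fixed in advance, separated the groups at none of the 18 genes. The number of summits, looked at after its values were seen, was lower in all 4 shHNRNPU libraries than in both shLUC libraries at 2 of the 18 genes and higher at 0, where chance gives up to 13.3% of genes in either direction together. NANOG had 1 or 2 summits with shHNRNPU and 3 in each shLUC library, and so had SOX2.

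The share of each library's summits on each chromosome was compared to find shifts of whole chromosomes. On 20 of the 24 chromosomes, all 4 shHNRNPU libraries lay on one side of both shLUC libraries, 9 higher and 11 lower. Chance gives 13.3% of chromosomes for any pair, but the chromosomes of a library are not independent, and the other 14 pairs gave from 0 to 15 chromosomes. The 15 came from shHNRNPU #1 repeat 1 with shHNRNPU #2 repeat 2. With the same number of best-scored summits from each library, 10 chromosomes separated the groups. On chromosome 19 the share was 4.05% ± 0.171 (SD, n = 4) with shHNRNPU and 3.49% ± 0.128 (SD, n = 2) with shLUC. On chromosome 22 it was 1.82% ± 0.109 against 1.49% ± 0.0357. On chromosome 4 it was 5.00% ± 0.235 against 5.59% ± 0.148. Each of these differences had p = 0.133 in the two-sided exact permutation test and 0.16 after Benjamini-Hochberg adjustment over the 24 chromosomes, and 0 chromosomes had an unadjusted p under 0.05, which this design cannot give.

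**Figure D3:**
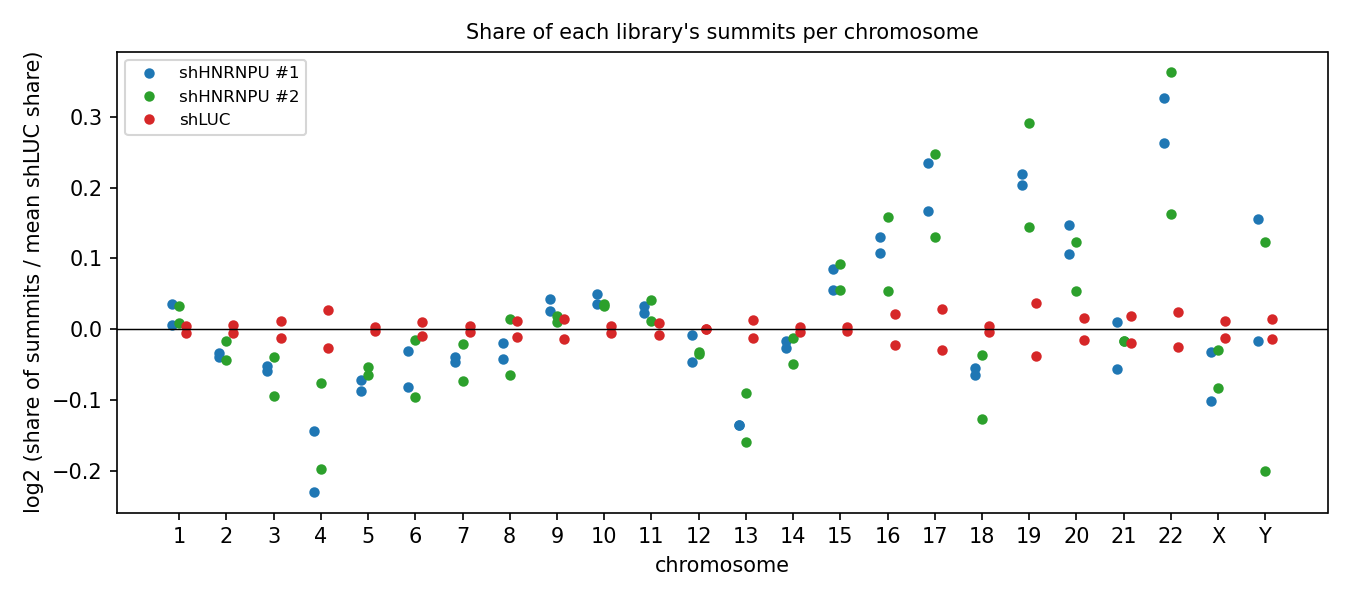
Log2 ratio of each library's share of summits on a chromosome to the mean shLUC share, for chromosomes 1 to 22, X and Y. Points are libraries, coloured by hairpin. The shHNRNPU libraries lie above both shLUC libraries on 9 chromosomes and below both on 11.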

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

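The tests in this part were chosen after the share on chromosome 10 was seen, and what each would show was written down before it was run. In shHNRNPU #1 repeat 2, 4.73% of summits lay on chromosome 10, a share that stood apart from the other 3 shHNRNPU libraries, each at 4.68%. It was 1 of 29 measures examined for a library far from the rest, where chance gives 1.45. Among summits with a score of at least 5, the larger gap between an outermost library and its neighbour was 0.0687 of the range of the 4 libraries. No single library stood apart there, but most of the range then lay between the inner libraries. This measure cannot show such a split, so weak calls that differ between libraries stay open as an explanation. A copy number change of chromosome 10 in shHNRNPU #1 repeat 2 also stays open. That library had the highest share of the 4 libraries in 5 of 14 bins of 10 Mb, where chance gives 3.5 bins. No biological explanation was tested, since the library's repeat carries the same hairpin.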

How the results depend on the processing

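The settings with genes of all biotypes, scores above the median of each list, presence and absence both judged within 1000 bp, and the model within strata were chosen after the data were seen; the others were planned. Of 229 recomputed values, 55 were counts that changed by over 1.5 times or untested values that changed by more than their spread. The other 174 kept their direction, though some of them, given here too, changed in size. No direction reversed, but the permutation tests cannot reach 0.05 in this design, so that side of a threshold could not be lost.

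The ratio of observed to expected loci stayed the highest of the 15 pairs under 9 of 9 settings that kept all libraries, from 1.47 to 2.24 for lost and from 1.53 to 2.77 for gained loci. With presence and absence both judged within 1000 bp it was 1.76 and 2.45. The counts depended on the settings. A score of at least 5 gave 1540 lost loci with both hairpins, 2745 lost and 2949 gained with shHNRNPU #1, and 3242 lost and 1882 gained with shHNRNPU #2, as fewer summits enter. Absence within 1000 bp gave 2835 gained with shHNRNPU #1 and 1729 with shHNRNPU #2, as loci were left out. With scores above the median of each list there were 292 lost and 107 gained loci with both hairpins. With 1 hairpin, gained loci had a higher ratio than lost loci, but lists of one size put lost loci above for both hairpins, as did a score of at least 5 and a match distance of 100 bp for shHNRNPU #1, with 1.53 against 1.41 and 1.31 against 1.307. Lists of one size left 10 chromosomes that separate the groups; the cause was not tested. The gene-end difference of lost loci was -27.6 points with a score of at least 5, -16.4 with a match distance of 100 bp and -24.5 with 500 bp; the cause was not tested.

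Leaving out a library raises counts by construction, since fewer libraries must follow the pattern. Across the 6 fits that each left out one library, there were 2942 to 11935 lost and 1575 to 2899 gained loci with both hairpins. Across 4 such fits there were 7485 to 16227 lost and 8289 to 16492 gained with shHNRNPU #1, and 8517 to 17733 lost and 6036 to 13729 gained with shHNRNPU #2. The ratios with both hairpins were 1.19 to 1.46 for lost and 1.43 to 1.90 for gained loci. They were lowest without a shLUC library, at 1.19 for lost loci without shLUC replicate 2 and 1.43 for gained loci without shLUC replicate 1. With shHNRNPU #1 they were 1.10 to 1.12 for lost and 1.05 to 1.22 for gained loci. With shHNRNPU #2 they were 1.05 to 1.10 and 1.05 to 1.18. Leaving out either library of a hairpin put its lost loci above its gained loci. The ratios were 1.12 against 1.05 and 1.11 against 1.06 with shHNRNPU #1. They were 1.051 against 1.046 and 1.10 against 1.06 with shHNRNPU #2. Without either shLUC library, gained loci stayed above for both hairpins. In each of these fits the group left with 1 library had the lower ratio. Its calls are then loci held by that library alone. The order thus went with which group lost a library, and it does not tell whether lost or gained loci are in greater excess. The gene-end difference of lost loci was -21.2 to -16.5 points. That of gained loci was 1.64 to 5.15 points, lowest without shHNRNPU #2 replicate 2. The difference in summits was -5236 to -1453, lowest in size without shHNRNPU #2 replicate 2, as was that in gene-end share, at 1.33 points. The shared calls of the hairpins were 40.0% to 74.2% for lost loci, lowest without shHNRNPU #1 replicate 2 and highest without shHNRNPU #2 replicate 1. They were 10.1% to 45.6% for gained loci, lowest without shHNRNPU #1 replicate 1 and highest without shHNRNPU #2 replicate 2.

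No pairing by repeat number was seen in the calls: differences between repeats correlated at -0.0149, -0.00105 and 0.00126 between groups across loci. This does not exclude that libraries were prepared together by repeat, since no label gives the batch. With the replicate block the difference in summits stayed -3493 (exact p = 0.444) and that in gene-end share 2.08 points (exact p = 0.222, the smallest possible), and 21 chromosomes had the smallest p. The chromosome added by the block was 9, with two-sided exact p = 0.267 without the block and 0.222 with it. The block changed no other call. Keeping one summit per peak moved nothing, as each peak has one, and it and the motif settings were not run. Unknown depth limits the calls of absence. High rank in the lists did not make them secure. Of the 10 named loci, 9 had a summit of the lacking libraries within 1000 bp. Among all lost loci 21.0% had one between 250 and 1000 bp away, and among all gained loci 33.2%.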

Other observations

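Among the tests in this part, the count of other pairs with a ratio as high was chosen after the result was seen. So were the weighing of GC content and the test of list sizes on gene density. The tests above the median score of the lists and within strata were chosen after the data were seen. All patterns were found in the data on which they were tested. Relations across chromosomes are not relations across replicates.

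More loci separated the shHNRNPU from the shLUC libraries than the model gave, 2372 lost and 1084 gained loci. The tables argue against several technical explanations as the whole cause. Unequal numbers of summits would vanish with lists of one size, where the ratios were 1.93 for lost and 1.89 for gained loci and no other pair exceeded 1.20 and 1.27. Calls near the detection threshold would weaken the ratios among loci above the median score of their lists, where they were 2.24 and 2.77. Summits that moved within an open region would leave no excess when loci with a lacking library's summit within 1000 bp were left out, where the ratios were 1.73 and 2.69. Copy number differences on a few chromosomes would show on those alone. The ratio exceeded 1 on 22 of 22 autosomes for lost loci and on 22 for gained loci. It was not the highest of the 15 pairs on chromosomes 4 and 10 for lost loci, or on chromosomes 17 and 21 for gained loci. Libraries differing in how much they favour gene-rich sequence would lower the ratios within 10 strata of gene density and nearness to gene ends. The ratios fell there, from 1.59 to 1.53 for lost and from 2.08 to 1.89 for gained loci. They stayed the highest of the 15 pairs, so this may explain part of the excess but, as these strata measure it, not the whole.

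What stays open is the number of libraries, their preparation, and GC content, which was not among the strata. The real pair was 1 of 15 pairs with a lost ratio as high, and 1 of 15 for gained loci, which is a share of 0.0667 at best. The preparation batch of the shLUC libraries cannot be told apart from the hairpin, since 0 of the 6 samples carry a batch or date label. The loss of HNRNPU may underlie the pattern, as the series' design names it, but this remains a hypothesis beside a batch that the shLUC libraries could share.

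The shLUC libraries also had a smaller share of summits on gene-rich chromosomes. Across 22 autosomes, the log2 ratio of the mean shHNRNPU to the mean shLUC share rose with protein-coding genes per Mb (Pearson's r = 0.722, permutation p = 0.0002, adjusted 0.000363; Spearman's rho = 0.804, permutation p = 3e-05, adjusted 5e-05, over 5 relations). Without chromosomes 19 and 17, the farthest from the median density, r was 0.737. The mean number of protein-coding genes within 500 kb of a summit was 10.98 ± 0.279 (SD, n = 4) with shHNRNPU and 10.2 ± 0.170 (SD, n = 2) with shLUC, and the difference of 0.805 was the highest of the 15 choices of a control pair (exact one-sided p = 0.0667). Lost loci had 7.01 such genes, below the 7.95 to 11.1 of the other 14 pairs, and gained loci had 11.96, above their 8.20 to 11.8.

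Different shares of summits at gene ends did not account for it: among summits over 2000 bp from gene ends, rho was 0.772. Weak calls that differ between libraries did not account for the whole, as rho was 0.889 among the 17389 best-scored summits of each list and 0.833 among summits with a score of at least 5. The difference in gene number was 0.864 among the former and 0.612 among the latter, so weak calls may explain part of it, and these settings differ on that. With lists of one size, rho was 0.701 and the difference in gene number fell from 0.805 to 0.561, so unequal numbers of summits per library may explain part of it and not the whole. Whole-chromosome copy number changes would leave positions within a chromosome alone, but on 19 of 22 autosomes all 4 shHNRNPU libraries lay in gene-richer windows than both shLUC libraries, where independent chance would give 1.47. GC content bias of the libraries stays open. Gene-rich sequence tends to be GC-rich, GC content was not analysed here, and a difference of 0.805 genes could come from amplification as well as from the hairpins.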
